# Single-cell RNA sequencing reveals developmental heterogeneity of blastomeres during major genome activation in bovine embryos

**DOI:** 10.1038/s41598-018-22248-2

**Published:** 2018-03-06

**Authors:** Ilaria Lavagi, Stefan Krebs, Kilian Simmet, Andrea Beck, Valeri Zakhartchenko, Eckhard Wolf, Helmut Blum

## Abstract

Embryonic development is initially controlled by maternal RNAs and proteins stored in the oocyte, until gene products gradually generated by the embryo itself take over. Major embryonic genome activation (EGA) in bovine embryos occurs at the eight- to 16-cell stage. Morphological observations, such as size of blastomeres and distribution of microvilli, suggested heterogeneity among individual cells already at this developmental stage. To address cell heterogeneity on the transcriptome level, we performed single-cell RNA sequencing of 161 blastomeres from 14 *in vitro* produced bovine embryos at Day 2 (n = 6) and Day 3 (n = 8) post fertilization. Complementary DNA libraries were prepared using the Single-Cell RNA-Barcoding and Sequencing protocol and sequenced. Non-supervised clustering of single-cell transcriptome profiles identified six clusters with specific sets of genes. Most embryos were comprised of cells from at least two different clusters. Sorting cells according to their transcriptome profiles resulted in a non-branched pseudo-time line, arguing against major lineage inclination events at this developmental stage. In summary, our study revealed heterogeneity of transcriptome profiles among single cells in bovine Day 2 and Day 3 embryos, suggesting asynchronous blastomere development during the phase of major EGA.

## Introduction

During early stages of embryonic development, maternal RNAs and proteins are gradually degraded, while embryonic transcripts are synthesized. This process is called maternal-to-embryonic transition (MET) and involves embryonic genome activation (EGA) (reviewed in)^1^. EGA occurs in distinct waves, which are species-specific. Major EGA occurs at the two-cell stage in mouse embryos, at the four- to eight-cell stage in human and pig embryos, and at the eight- to 16-cell stage in bovine embryos (reviewed in)^2^. Recently, time-lapse microscopy was used to study lineage specification in early bovine embryos by tracing the allocation of blastomeres^3^. In the majority of embryos, cells intermingled between the third and fourth cell cycle, yielding a random allocation pattern. Single-cell RNA sequencing (scRNA-seq) is increasingly used to investigate mechanisms regulating the formation of the three cell lineages (trophectoderm, epiblast and primitive endoderm) during embryo development. The transcriptomes of these cell lineages have already been investigated in mouse^4,5^ and human embryos^6,7^, and in differentiating human embryonic stem cells^8^. In bovine, the transcriptome of whole embryos has been studied at different developmental stages^9,10^. More recently, transcript profiling of single embryonic cells for a set of candidate genes has been performed for different stages from zygote to blastocyst^11,12^, providing new insight into lineage specification events in bovine embryos. However, holistic single-cell transcriptome analysis has not been performed in bovine embryos during major EGA (eight-cell to 16-cell stage) yet. Our study applied scRNA-seq on these developmental stages to provide a refined view into the timing of major EGA, developmental heterogeneity, and potential early lineage inclination events in bovine embryos.

## Results

### Selection of developmentally competent *in vitro* produced embryos

The kinetics of early embryo development *in vitro* is strongly associated with the potential to form a blastocyst and to establish pregnancy^13^. Therefore, we studied a total of 541 bovine embryos for 168 hours after fertilization by time-lapse microscopy. The timing and duration of the first, second and third cleavages and their effects on blastocyst rate were analysed in order to select embryos with high developmental potential. The highest blastocyst rate (75%) was detected, when the first embryonic cleavage occurred between 25.6 and 27.1 hours post fertilization (hpf). The optimal time ranges for the second and third cleavages were 33.4 to 36.2 hpf and 41.6 to 43.7 hpf, respectively. The optimal duration of the two-cell stage was 7.7 to 8.6 hours, resulting in blastocyst rates of 77 to 81% (Supplementary Fig. S1)^14^. For the present study, six Day 2 and eight Day 3 embryos were selected to fit most closely into the optimal developmental kinetics (Table 1). 

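Blastomeres of 6 Day 2 and 8 Day 3 bovine embryos produced in vitro were sequenced by SCRB-Seq, a plate-based method in which each captured mRNA molecule carries a unique molecular identifier (UMI), so that PCR copies of it are counted as 1. The authors mapped the reads to the bovine genome and the ERCC spike-in sequences with STAR, counted UMI per gene with the Drop-seq pipeline and deposited a table of whole-number UMI counts of 170 cells and a normalised table of 161 cells. The values given here come from the UMI counts unless the normalised table is named. The embryo was taken as the replicate, because cells of 1 embryo are not independent. Cells with fewer than 2000 UMI were left out, as in the paper, and ERCC spike-ins were left out of all gene values. Day 2 embryos contributed 43 cells with a median of 76074 UMI (range 2666 to 362668), and Day 3 embryos contributed 118 cells with a median of 24696 UMI (range 2101 to 111463). Summed over its cells, a Day 2 embryo held 438899 to 920192 UMI on genes and a Day 3 embryo 294912 to 600185. Levels are given in CPM, the UMI of a gene in an embryo per 1000000 UMI on genes. A median of 6536 genes per cell had a UMI on Day 2 and 4374 on Day 3. Since Day 2 cells held more UMI, shares of cells with a UMI were also computed after each cell was thinned to 10000 UMI. This left 37 Day 2 and 103 Day 3 cells and removed 6 Day 2 and 15 Day 3 cells with fewer UMI. The labels place all Day 2 embryos, Day3-E1 and Day3-E2 in a first set of cell barcodes and Day3-E4 to Day3-E8 in a second, so day and library pool overlap, and they do not settle the set of Day3-E3. Intervals and limits given for shares of cells cover counting error only.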

Single cells were prepared and processed for sequencing. In total, six to 9 cells per Day 2 embryo and 13 to 17 cells per Day 3 embryo were analysed.

**Table 1:** Cleavage timing, embryo collection time and number of cells in Day 2 and Day 3 embryos used for single-cell transcriptome profiling.

Embryo designation	1^st^ cleavage (hpf)	2^nd^ cleavage (hpf)	3^rd^ cleavage (hpf)	Embryo collection (hpf)	Total cell number
Day2-E1	25:45	33:51	41:15	44:00	8*
Day2-E2	27:01	34:06	42:50	44:00	9
Day2-E3	27:01	34:26	39:45	44:00	9
Day2-E4	27:11	35:11	42:10	45:00	8
Day2-E5	27:35	34:25	45:25	45:30	8
Day2-E6	27:45	37:30	45:04	45:04	6
Day3-E1	29:18	38:45	47:07	67:00	15
Day3-E2	26:08	34:23	41:17	67:00	16
Day3-E3	27:48	35:53	44:02	67:00	16
Day3-E4	25:53	33:45	40:47	67:00	13
Day3-E5	29:56	37:16	45:20	69:00	17
Day3-E6	29:51	37:31	45:15	69:00	14
Day3-E7	27:15	36:20	44:15	71:00	16
Day3-E8	25:35	33:45	39:56	71:00	16

*In vitro* developing embryos were observed by time-lapse microscopy, and embryos with high developmental potential were selected based on the timing (hours post fertilization; hpf; shown as hours:minutes) of the first three cleavage divisions. *1 cell was lost during the cell collection.

### Filtering and Quality Control of RNA-Seq Data

Transcriptome profiles of 170 single cells were generated by Single-Cell RNA Barcoding and Sequencing (SCRB-Seq)^15^. On average, 1,896,797 reads per library were obtained. Subsequently, the unique molecular identifiers (UMI) were counted as a measure for the complexity of the sequencing libraries and used for further analyses to exclude PCR duplicates. 

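Over the 170 cells of the UMI table, the mean was 42995 UMI per cell (SD 50016, n = 170 cells) and the median 27483, with a range of 17 to 362668. Over the 161 cells kept for the analyses the mean was 45365 UMI. The UMI total of each of the 170 cells equalled the total given in Supplementary Table S1.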

On average, 45,000 UMI per library were obtained. The numbers of generated reads, UMI and detected genes per library are reported in Supplementary Table S1. Sequencing data of nine cells were excluded from further analyses because their UMI count was below the empirical threshold of 2,000 (Supplementary Fig. S2). 

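The 9 cells under the threshold held between 17 and 1608 UMI. They were 4 of 47 Day 2 cells and 5 of 123 Day 3 cells.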

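Of the 10772 genes in the UMI table, 8057 had a UMI in 10% or more of the 161 cells, and 66 had a UMI in every one of them. The median was 4650 genes per cell.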

In total, 10,772 genes were captured by combining the transcriptome profiles of 161 cells. Saturation plots are shown in Supplementary Figs S3–S5.

### Cluster Analysis of Single-Cell Transcriptome Profiles

In order to search for cell populations present in sampled embryos, cluster analyses were performed with two different unsupervised tools for single-cell sequencing data sets. For the SC3 R package tool^16^, the number of clusters for calculation of the consensus matrix was set to six. This value had been obtained using the Tracy-Widom theory on random matrices to estimate the optimal number of clusters k^17^. 

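The paper's test takes the cells as units and was repeated on clusters rebuilt from the UMI counts, in which each cell was divided by its own total. The paper's text does not name its method of adjustment. So that no gene was tested on clusters made from itself, each random part of the 8057 genes was tested on clusters made from the other part. By the Kruskal-Wallis test with Benjamini-Hochberg adjustment under 0.01, 5967 genes (74.1%) differed between the 6 clusters. With each cell thinned to 10000 UMI, 2661 of 6367 genes differed. In simulated cells without any groups, drawn at the depths of the real cells, the same steps called 0 genes at the adjusted threshold. In cells redrawn from the summed profile of their own embryo at their own depth, they called 6466 genes. With embryos as replicates, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment under 0.05 called 1712 of 5274 genes between Day 3 and Day 2. Of these, 1117 were higher and 595 lower on Day 3. Without TMM scaling the split was 890 higher and 981 lower, and the median log2 fold change over all genes moved from -0.04 to -0.27. The alternative that moved the count most was the restriction to embryos of the first barcode set, which left 2 Day 3 embryos and called 351 genes. In data simulated with 200 changed genes, 91.3% of the changed genes that were tested were recovered. Among the called genes for which all Day 3 embryos lay above all Day 2 embryos, the largest rise was that of MYC. It was followed by that of GLRX2 with a log2 fold change of 5.85 (standard error 0.62, adjusted p = 1.39e-05 by edgeR's test). GRO1, IL18 and COL1A1 came next. Among those with all Day 3 embryos below, the largest fall was that of NADK2 with a log2 fold change of -2.32 (standard error 0.33, adjusted p = 0.000141 by edgeR's test), from 112.2 ± 34.8 CPM (SD, n = 6) to 19.2 ± 12.5 (SD, n = 8). Standard errors given beside edgeR's fold changes were derived from the fold change and the F statistic of the test.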

The SC3 pipeline was used to cluster the single cells, and 2,494 differentially abundant transcripts (DAT; p < 0.01) were identified (Supplementary Table S2). Figure 1 shows the assignment of the 161 cells to the six clusters and plots the colour-coded abundance levels of the 50 most significant DAT sorted according to their p-value. Most embryos were comprised of cells from at least two different clusters. 

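Clusters were rebuilt by consensus k-means after the description of SC3, with k = 6. The largest cluster, of 54 cells, held 39 of the 43 Day 2 cells, 13 of 14 cells of Day3-E1 and 2 cells of Day3-E3. Of the 6 clusters, 2 held cells of both days and 4 held Day 3 cells only, and 11 of the 14 embryos had cells in 2 or more clusters. With each cell thinned to 10000 UMI, 1 cluster held cells of both days and 5 embryos had cells in 2 or more clusters. On the unthinned values the Tracy-Widom estimate gave 3 clusters, with which 7 embryos had cells in 2 or more. The adjusted Rand index between clusters and embryos was 0.242, and differences between clusters took 40.6% of the variance of the ranks of UMI per cell. In simulated cells at the depths of the real ones, the steps recovered 3 groups that differed in 1000 genes with an adjusted Rand index of 1, and did not recover groups that differed in 200 genes (index 0.00936), while at equal depth groups that differed in 200 genes were recovered (index 1). Between embryos lay 28.0% of the variance of log2 values over cells and genes, against 35.6% when each cell was redrawn from the summed profile of its embryo at its own depth.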

Three clusters (K1, K5 and K6) contained cells of both Day 2 and Day 3 embryos, the other three clusters (K2, K3 and K4) exclusively cells from Day 3 embryos (Table 2).

**Figure 1:**
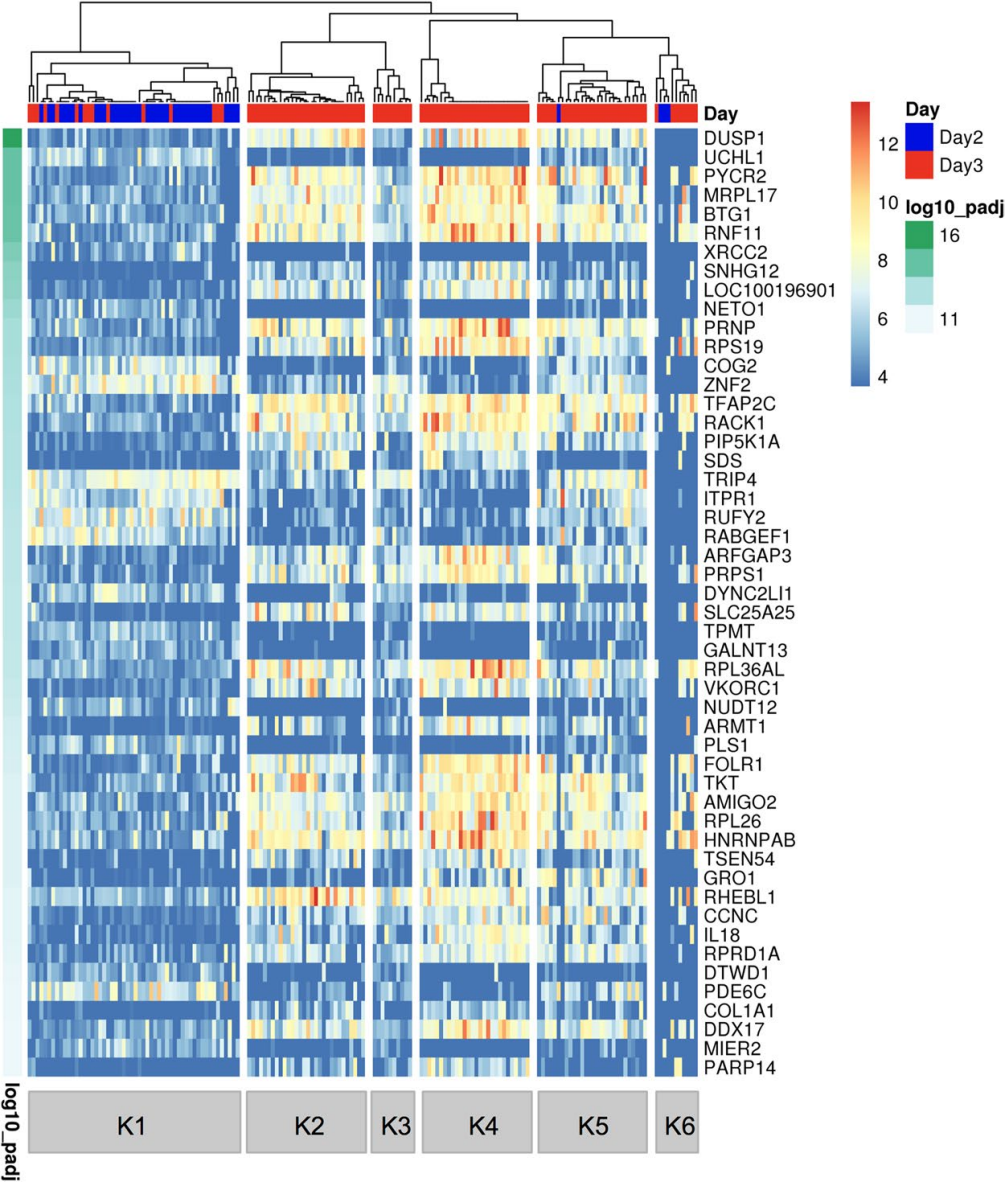
Single-cell Consensus Clustering (SC3). Single-cell transcriptome profiles of 161 blastomeres from six Day 2 embryos and eight Day 3 embryos were analysed with the SC3 tool^16^. Differentially abundant transcripts (DAT) were identified with the non-parametric Kruskal-Wallis test. DAT were clustered with a pre-set number of six clusters and the results for the 50 top genes are shown. The adjusted p-value is shown on the left. A blue or red colour label in the embryo ID row indicates blastomeres collected from Day 2 or Day 3 embryos, respectively.

**Table 2:** Distribution of the cells collected from Day 2 and Day 3 bovine embryos through the clusters identified by the SC3 tool.

Embryo designation	K1	K2	K3	K4	K5	K6	No. cells not analyzed	No. embryo cells
Day2-E1	4	—	—	—	—	2	2	8
Day2-E2	9	—	—	—	—	—	—	9
Day2-E3	7	—	—	—	—	—	2	9
Day2-E4	6	—	—	—	—	1	1	8
Day2-E5	7	—	—	—	1	—	—	8
Day2-E6	6	—	—	—	—	—	—	6
Day3-E1	13	—	—	—	—	1	1	15
Day3-E2	14	—	—	—	—	—	2	16
Day3-E3	2	—	—	—	13	1	—	16
Day3-E4	—	—	—	11	—	2	—	13
Day3-E5	—	6	9	—	—	2	—	17
Day3-E6	—	13	1	—	—	—	—	14
Day3-E7	—	11	—	3	—	1	1	16
Day3-E8	—	—	—	14	—	1	1	16

The original number of cells in each embryo is reported in the last column. Some cells were lost at the time of collection or filtered out because of low quality of their transcriptome; the number of these cells is reported in the penultimate column.

In order to study the influence of dropouts (zero read counts for certain genes, due to failure of reverse transcription or low read counts) on the clustering and number of DAT, the dataset was analysed with the M3Drop R package tool^18^. This tool identified only 15 genes not affected by dropout (Fig. 2), which were a subset of the 2,494 DAT identified by the SC3 approach (Supplementary Fig. S6).

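The 15 genes of Fig. 2 had a UMI in 44.7% to 78.3% of the 161 cells, with a median of 63.4%, and 0 of them had a UMI in every cell. MYF5 was detected in 123 cells (41 Day 2 and 82 Day 3 cells) and DYNC2LI1 in 72. The Michaelis-Menten test was rebuilt after the description of M3Drop. On values divided by each cell's own total it called 89 of 8057 genes at an FDR of 1%, 6 of them among the 15. On the deposited normalised table as given, the same steps called 18 genes, and all 15 were among them. At an FDR of 5% on own totals, 9 of the 15 were called. The lowest adjusted p on own totals was that of PCDH8 (1.32e-09), which had a UMI in 59.6% of the cells. Of the 15 genes, COG2 fell most between the days, from 196 ± 37.0 CPM (SD, n = 6) to 44.1 ± 41.4 (SD, n = 8), a log2 fold change of -1.94 (standard error 0.45, adjusted p = 0.00405 by edgeR's quasi-likelihood test).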

**Figure 2:**
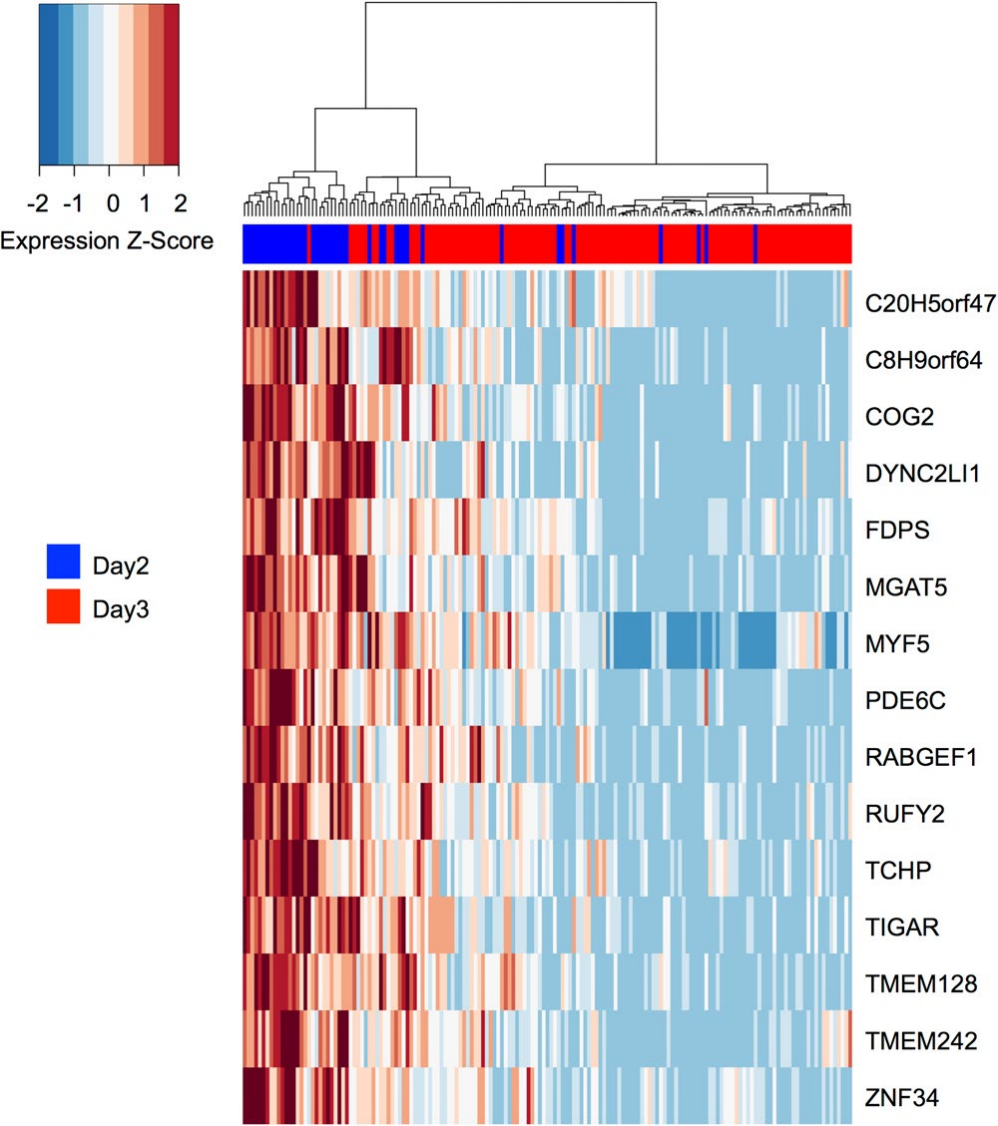
Michaelis-Menten Modelling of Dropouts (M3Drop). The single-cell transcriptome dataset of 161 blastomeres from six Day 2 and eight Day 3 embryos was analysed with the M3Drop tool^18^. Genes with detectable levels of transcripts in all blastomeres (genes not affected by dropouts; n = 15) were identified with the Z-test and hierarchical clustering was performed only on these genes. Expression values are displayed as Z-scores of log2 transformed expression data (adding a pseudo-count of 1). A blue colour label in the embryo ID row marks cells collected from Day 2 embryos; cells from Day 3 embryos are marked in red. Note that cells cluster independently of embryo age.

### Cluster Specific Marker Genes

Cluster specific marker genes were identified using the SC3 pipeline^16^. Threshold criteria were: adjusted p-value < 0.01; area under the ROC curve (AUROC) >0.85. In cluster K1, 12 marker genes were identified. These genes encode proteins belonging to diverse protein classes, such as serine/cysteine protease, membrane traffic protein, and DNA strand-pairing protein hydrolase. 

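Clusters were rebuilt without the genes listed in Supplementary Table S3, and each gene was then scored by the AUROC of the cluster in which its mean rank was highest. Of these genes, 82 had an AUROC above 0.85, with a median of 0.904 and a lowest value of 0.713. With each cell thinned to 10000 UMI, 59 did. All 12 genes listed for K1 had a higher mean in Day 2 than in Day 3 embryos. Their summed level was 1462 to 1810 CPM in the Day 2 embryos, 1156 in Day3-E1 and 79.8 to 848 in the other Day 3 embryos. The paper chose these genes in the same cells as markers of K1, which held most Day 2 cells. Their higher level on Day 2 was thus in part set by that choice.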

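RHEBL1 rose from 59.2 ± 10.18 CPM in Day 2 embryos (SD, n = 6) to 417 ± 264 in Day 3 embryos (SD, n = 8), a log2 fold change of 3.136 (standard error 0.48, adjusted p = 0.00025 by edgeR's quasi-likelihood test). Its highest value was 820 CPM in Day3-E6 and its lowest Day 3 value 63.3 in Day3-E1, within the Day 2 range of 42.4 to 70.6. With only embryos of the first barcode set, 12 of 31 genes named in the paper or among the largest changes were still called.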

In cluster K2, *RHEBL1*, a gene involved in TORC1 signalling^19^, was found. Cluster K3 showed no statistically significant marker genes. 

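The 88 genes listed for cluster K4 summed to 1953 to 2390 CPM in the Day 2 embryos. In Day 3 embryos the sum was 2326 in Day3-E1, 6643 in Day3-E3, 5461 in Day3-E5, 12085 in Day3-E6, 19171 in Day3-E7, 19616 in Day3-E2, 34311 in Day3-E4 and 41385 in Day3-E8. For 69 of the 88 genes, Day3-E4 and Day3-E8 were the Day 3 embryos with the highest values. All 88 had a higher mean on Day 3 than on Day 2, and for 58 of them the value of Day3-E1 lay within the range of the Day 2 embryos. The paper chose these genes in the same cells as markers of K4, which held only cells of Day3-E4, Day3-E7 and Day3-E8. The high values of Day3-E4 and Day3-E8 and the higher Day 3 means were thus in part set by that choice.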

In cluster K4, 88 cluster specific marker genes were identified. One of them, *NANOG*, is involved in the maintenance of pluripotency^20^. 

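FOLR1 rose from 13.08 ± 3.00 CPM in Day 2 embryos (SD, n = 6) to 420 ± 444 in Day 3 embryos (SD, n = 8), a log2 fold change of 5.43 (standard error 0.90, adjusted p = 0.000414 by edgeR's quasi-likelihood test). Day3-E4 had 1121 and Day3-E8 1112 CPM, while Day3-E1 had 10.0, below every Day 2 embryo.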

Another marker gene of cluster K4 was *FOLR1*, which is expressed in murine embryos from the two-cell stage^21^. Several other K4 marker genes encode 40 S (*RPS19*, *RPS27*, *RPS29*, *RPS4Y1*) or 60 S (*RPL37*, *RPL38*) ribosomal proteins. 

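The ribosomal protein genes named here were higher on Day 3. RPS19 had a log2 fold change of 4.23 (standard error 0.74, adjusted p = 0.00056 by edgeR's quasi-likelihood test), and RPS27, RPS29, RPS4Y1, RPL37 and RPL38 had log2 fold changes between 3.21 and 3.55, with adjusted p between 0.000619 and 0.0023 by the same test. In Day3-E1, each of the 6 genes lay within the range of the Day 2 embryos. RPS27 reached 924 CPM in Day3-E8, against 353 in the next highest embryo. RPS4Y1 had UMI in all 14 embryos.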

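KLF5 rose from 11.64 ± 6.05 CPM (SD, n = 6) on Day 2 to 128 ± 132 (SD, n = 8) on Day 3, a log2 fold change of 3.91 (standard error 0.80, adjusted p = 0.00176 by edgeR's quasi-likelihood test).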

Another interesting candidate among the K4 marker genes was *KLF5* that is involved in self-renewal of mouse embryonic stem cells^22^. The other marker genes encode proteins belonging to different functional classes, such as kinases, transcription factors, proteins involved in membrane trafficking, and translation initiation factors. Cluster K5 showed the chemokine coding gene *CXCL1* (also known as *GRO1*) as cluster specific gene. 

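GRO1, the name of CXCL1 in the deposited tables, rose from 2.72 ± 1.54 CPM (SD, n = 6) to 121 ± 158 (SD, n = 8), a log2 fold change of 5.68 (standard error 1.02, adjusted p = 0.000704 by edgeR's quasi-likelihood test). Day3-E2 had 471 CPM, Day3-E4 218, Day3-E8 108 and Day3-E3 94.3.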

Cluster K6 showed no statistically significant marker genes (Supplementary Table S3).

### Gene Set Enrichment Analysis of the Cluster Specific Genes

Gene set enrichment analysis was performed for the cluster specific genes by using the ClueGO^23^ plugin of Cytoscape. This tool was used with the downloadable *Bos taurus* genome, and a p-value < 0.01 was set for filtering the pathways. Statistically significant gene ontology (GO) terms were only found in cluster K4, where “ribosome biogenesis”, “ribosome assembly”, “ribosomal large subunit biogenesis”, “nucleobase biosynthetic process”, “translational elongation” and “cellular amino acid biosynthetic process” were over-represented (Supplementary Table S4).

### Biological Pseudo-Order and Identification of Gene Topics

The R package CellTree^24^ was used to order the cells according to their developmental stage. CellTree identifies cells that are good representatives of major steps in development and uses them to construct a backbone of big circles sorted according to developmental progress (biological pseudo-time line). All other cells are aligned as smaller circles branching from the most similar representative cell. Big and small circles constitute a backbone tree. Based on the overall pseudo-time line, embryos were sorted from top to bottom according to the median position of their cells (Fig. 3a).

**Figure 3:**
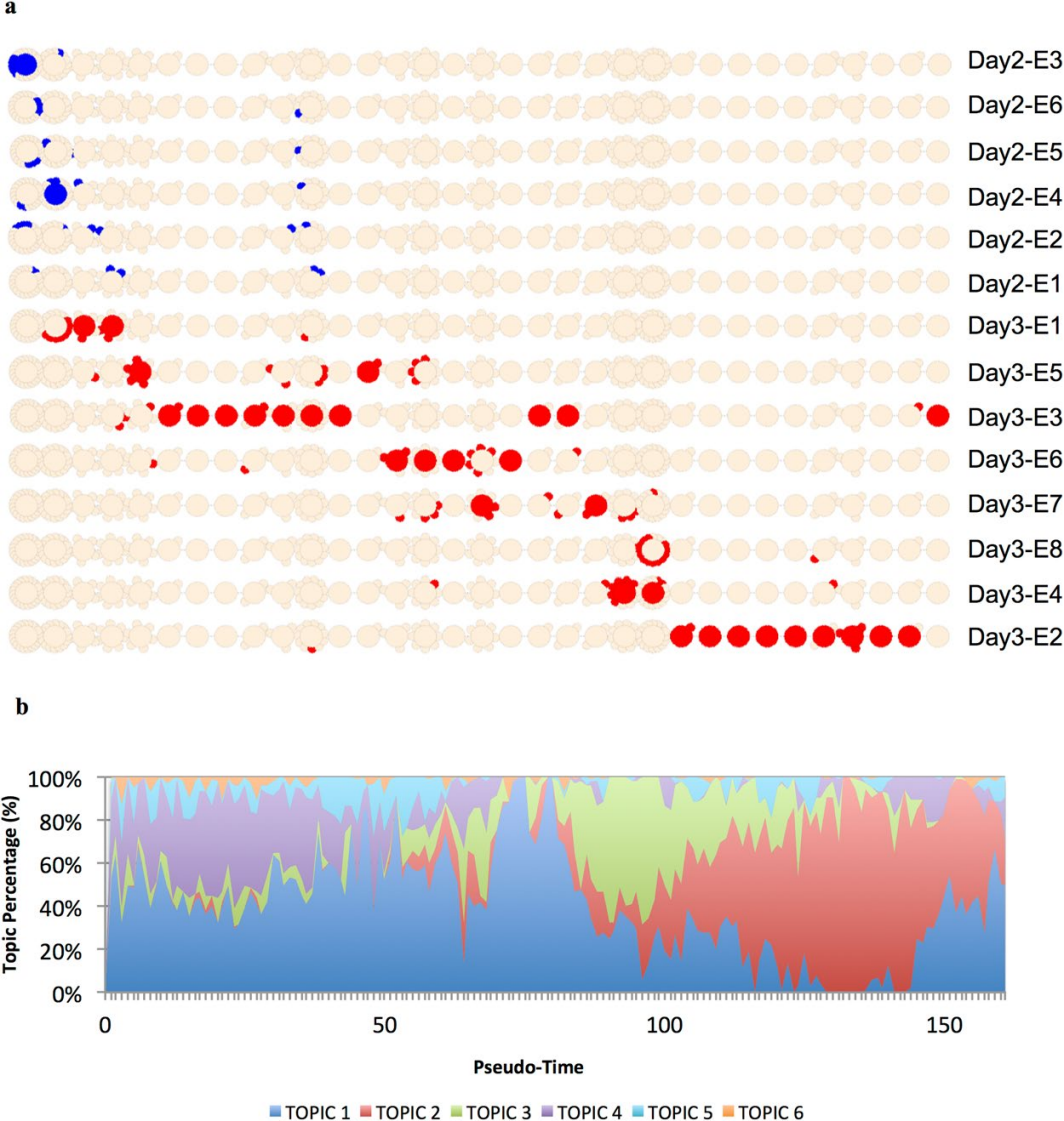
Biological pseudo-time. The single-cell transcriptome dataset of 161 blastomeres from six Day 2 and eight Day 3 embryos was analysed with the CellTree tool^24^. (**a**) Backbone tree. A backbone tree is built by computing a matrix of pairwise distances. This shows the hierarchical relationship between all blastomere transcriptome profiles and aligns the blastomeres in a pseudo-time line. The backbone trees of individual embryos are sorted according to the median position of their cells. Blastomeres from Day 2 embryos are coloured in blue, blastomeres from Day 3 embryos in red. **(b)** Identification of latent groups of genes (topics), which characterise the steps of the development. The number and distribution of topics along the pseudo-time line was obtained by using the Latent Dirichlet Allocation (LDA). To each topic, gene ontology terms were associated. Topic 1 = “translation”, “cell division”; Topic 2 = “translation”, “regulation of translational initiation”, “mRNA splicing, via spliceosome”, “cytoplasmic translation”, “rRNA processing”, “spliceosomal complex assembly”, “negative regulation of mRNA splicing, via splicing”, “cell division”, “regulation of alternative mRNA splicing, via spliceosome”; Topic 3 = “translation”; Topic 4 = “ATP synthesis coupled proton transport”; Topic 5 = “mitochondrial translational elongation”; Topic 6 = “organic hydroxyl compound transport”.

All single cells from Day 2 embryos were located in the left third of the backbone tree, whereas the cells from Day 3 embryos were found over the whole length of the backbone tree except for the first circle. 

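The cells were ordered by a rebuilt procedure after the description of CellTree, with 6 topics on log2(UMI + 1) values and the 10 genes plotted in Figs 4 and 5 or named beside them left out. The line and the first principal component were turned so that Day 2 cells had the lower mean position. The early place of Day 2 cells and the sign of rho with depth were thus in part set by this choice. Of the 43 Day 2 cells, 86.0% lay in the first part of the line, of 53 positions, and 13.56% of the Day 3 cells did. The last Day 2 cell stood at 99.4% of the length. With 5 other seeds the Day 2 share in this part was between 39.5% and 97.7%, and the Spearman rho between the orders of any pair of seeds was between 0.576 and 1.00. Position followed the depth of the cells, with a Spearman rho of -0.853 over all cells, which are not independent replicates. With the other seeds, this rho was between -0.353 and -0.853, along the first principal component -0.593 and in thinned cells -0.262. In cells simulated between the Day 2 and Day 3 profiles, the order was recovered with a rho of 0.998 at equal depth and of 0.579 at the depths of the real cells. The rank along the first principal component of depth-normalised values placed 88.4% of the Day 2 cells in the first 53 positions, and the last at 46.6%.

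**Figure D1:**
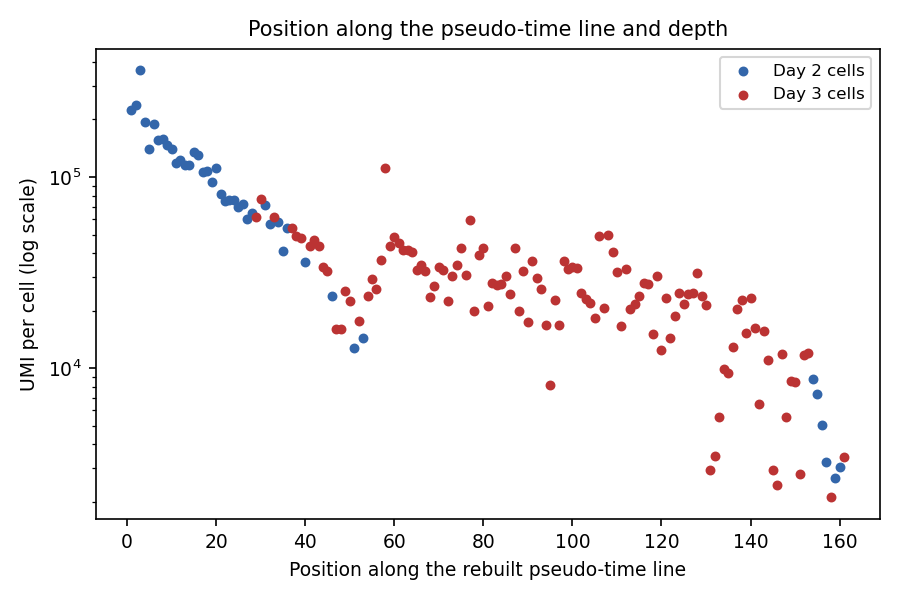
UMI per cell on a log scale against the position along the rebuilt pseudo-time line, with 1 point for each of the 161 cells. Cells with few UMI lie towards the end of the line, and the Spearman rho is -0.853, against -0.353 with the seed that gave the weakest relation. The line was turned so that Day 2 cells had the lower mean position.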

Cells of some embryos were concentrated on two major circles (e.g. Day 2-E3 or Day 2-E6), while cells of other embryos were distributed over a broad range of circles (e.g. Day 3-E3 or Day 3-E2).

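Within embryos, the rebuilt position and the UMI of a cell had a Spearman rho with a median size of 0.923 over the 14 embryos, and a size of 0.5 or more in 11 of them. With the other seeds the median size was between 0.276 and 0.934, and by the rank along the first principal component 0.475. In the rebuilt order, cells of Day2-E3 lay between positions 4 and 35 and those of Day3-E3 between 47 and 142. Cells of Day2-E6 lay between 5 and 155. With each cell thinned to 10000 UMI, the median size of rho within embryos was 0.329. The paper proposes from the spread of the cells along the line that blastomeres of an embryo develop asynchronously.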

CellTree assumes that transcriptomes of cells contain a mixture of “topics” with per-topic gene distributions. It uses a Bayesian mixture model – the Latent Dirichlet Allocation (LDA) – to identify different topics. In our dataset, we identified six different topics present along the developmental pseudo-time line (Fig. 3b). Topic 1 was the most prominent, but was nearly absent in the penultimate phase of the pseudo-time line. Topic 2 was absent in the early phase, but predominantly present in the penultimate phase of the pseudo-time line. Topic 3 dominated the middle of the developmental pseudo-time line. Topics 4, 5 and 6 were less prominent and mainly observed in the first phase of the pseudo-time line. The biological roles of the six topics were also analysed by the CellTree tool. Gene set enrichment analysis was performed based on the org.Bt.eg.db genome-wide annotation with GO mapping^25^ and Bonferroni’s correction. The following GO terms were over-represented: Topic 1: “translation”, “cell division”; Topic 2: “translation”, “regulation of translational initiation”, “mRNA splicing, via spliceosome”, “cytoplasmic translation”, “rRNA processing”, “spliceosomal complex assembly”, “negative regulation of mRNA splicing, via splicing”, “cell division”, “regulation of alternative mRNA splicing, via spliceosome”; Topic 3: “translation”; Topic 4: “ATP synthesis coupled proton transport”; Topic 5: “mitochondrial translational elongation”; and Topic 6: “organic hydroxyl compound transport” (Supplementary Table S5).

### Major Embryonic Genome Activation (EGA) at the Single-Cell Level

In order to investigate when major EGA occurs in each blastomere, we analysed transcript levels of 129 genes that are actively transcribed at the eight-cell stage and whose mRNA is not present in earlier embryonic stages or oocytes^10^. 

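All 20 genes of Supplementary Table S6 were in the UMI table. A Day 2 cell had a UMI for a median of 3 of them and a Day 3 cell for 5. Over Day 2 cells, the number of these genes detected followed the UMI of the cell with a Spearman rho of 0.781, and over Day 3 cells with 0.348.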

In our dataset, transcripts of only 20 of these genes were detected. Each of these genes showed a unique expression pattern in blastomeres along the pseudo-time line (Supplementary Fig. S7) and blastomeres of individual embryos showed different transcript abundances (Supplementary Table S6). 

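Summed over the 20 genes, Day 2 embryos had 119 ± 27.8 CPM (SD, n = 6) and Day 3 embryos 995 ± 759 (SD, n = 8; exact permutation test, two-sided, p = 0.00733). Day3-E1 had 130 CPM, within the Day 2 range of 88.3 to 165, and the other Day 3 embryos had 296 to 2132. Thinned to 10000 UMI, a Day 2 cell had a UMI for 0.966 ± 0.387 of the genes (SD, n = 6 embryos) and a Day 3 cell for 3.91 ± 1.89 (SD, n = 8 embryos; exact permutation test, two-sided, p = 0.00533). Only 3 of the 20 genes had counts high enough to be tested singly by edgeR's quasi-likelihood test, and all 3 were higher on Day 3, past the threshold both over all genes and adjusted over the list alone.

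**Figure D2:**
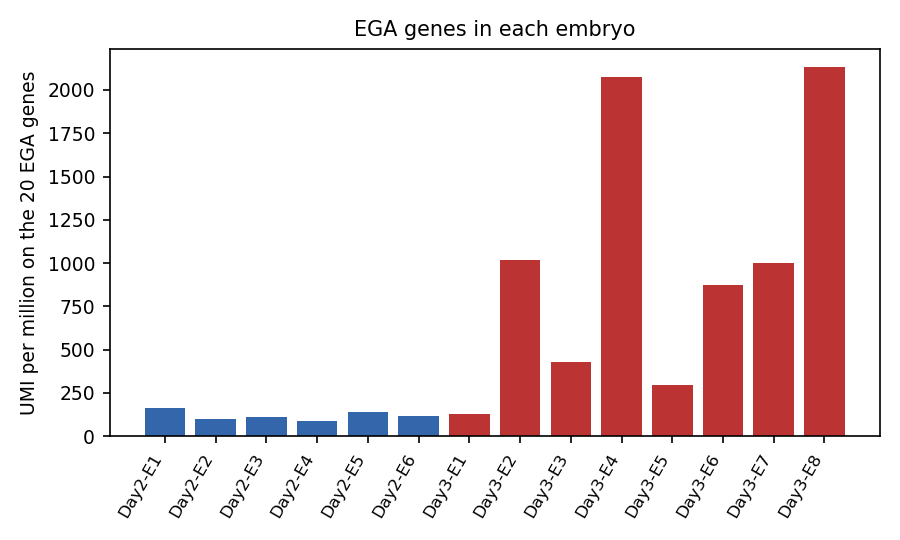
CPM on the 20 EGA genes in each of the 14 embryos, Day 2 in blue and Day 3 in red, with 1 bar per embryo. Day3-E1, at 130, lies among the Day 2 embryos, and Day3-E8 is highest at 2132. DDX3Y alone had a mean of 86.2 CPM in the Day 2 embryos.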

Interestingly, five Day 2 embryos and two Day 3 embryos had one blastomere each without UMI counts for any of these genes 20 genes.

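The 7 cells without a UMI of these genes held 2101 to 12803 UMI, against a median of 30501 in the other cells, and 4 of them held the fewest UMI of their embryo. Given the depth of each cell and the share of the 20 genes in the other cells of its embryo, 6.125 such cells were to be expected, 3.85 on Day 2 and 2.28 on Day 3. As many or more arose in 40.4% of 10000 simulations, whose central 95% ran from 3 to 10. On Day 2, the share of the 20 genes used for this was mainly that of DDX3Y. Of the cells with 10000 or more UMI, 1 had none. The paper proposes from these cells that major EGA is not synchronous among embryos of a stage or among the blastomeres of an embryo.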

### Analysis of Candidate Genes Inducing or Reflecting Cell Fate Decisions

In order to study potential early cell lineage inclination events, we investigated the abundance of transcripts of genes known to be involved in early cell fate decisions. For each cell – ordered according to the pseudo-time line – the UMI counts for selected genes provided by the Drop-Seq pipeline were plotted (Figs 4, 5). A detailed list of the transcript abundance levels is provided in Supplementary Table S7.

**Figure 4:**
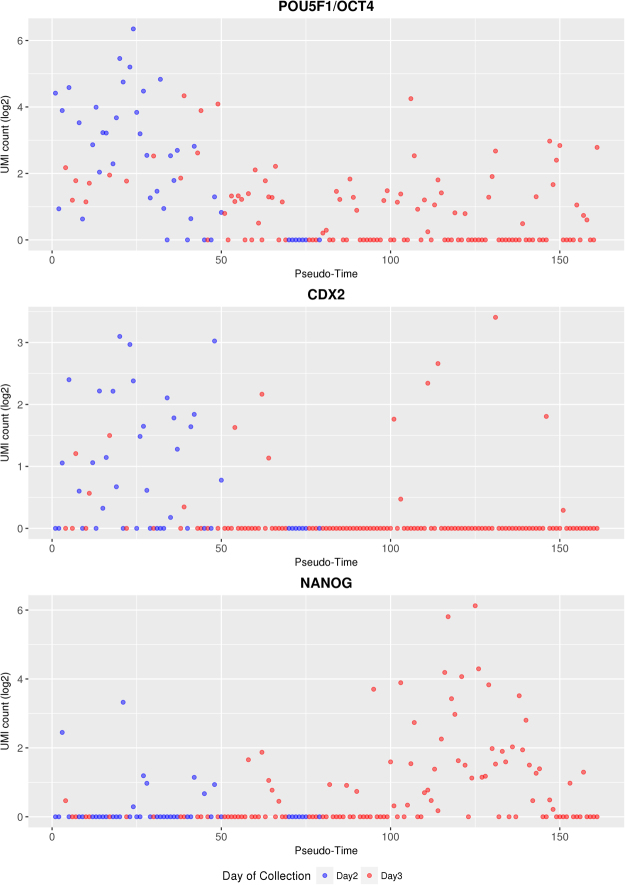
Changes in the transcript abundance of *POU5F1*/*OCT4*, *CDX2*, and *NANOG* along the pseudo-time line. Cells from Day 2 embryos are shown as blue symbols, cells from Day 3 embryos as red symbols.

**Figure 5:**
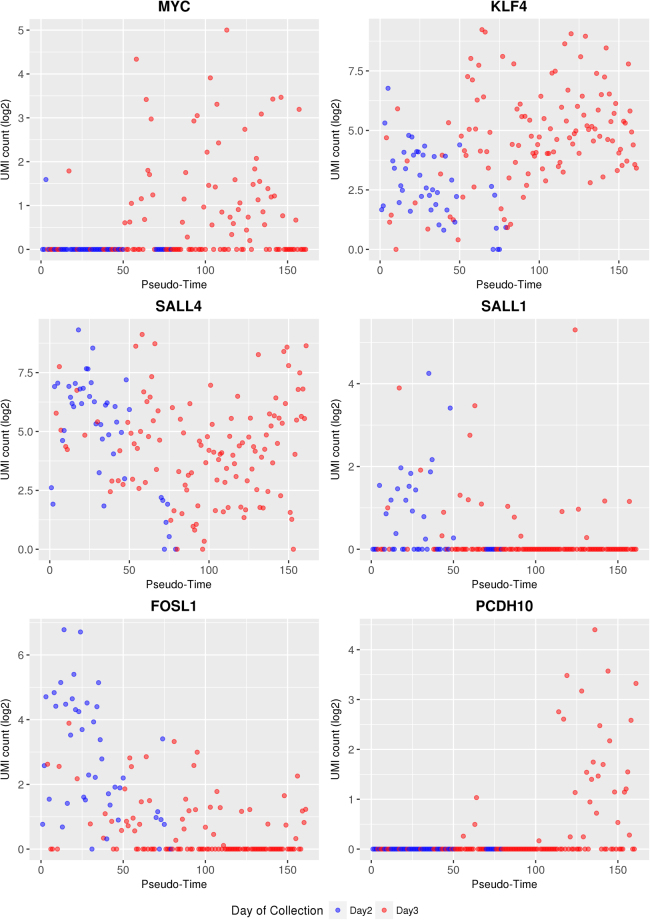
Changes in the transcript abundance of *MYC*, *KLF4*, *SALL4*, *SALL1, FOSL1*, and *PCDH10* as development proceeds. The UMI values of these genes are shown along the pseudo-time line. Cells from Day 2 embryos are shown as blue symbols, cells from Day 3 embryos as red symbols.

The transcription factor POU5F1/OCT4 is involved in maintaining cell pluripotency of the inner cell mass in mouse embryos^26^. In bovine embryos, mRNA expression of *POU5F1/OCT4* was found in both the ICM and TE at the late blastocyst stage^27^, and its knockout was observed to be lethal at the second lineage differentiation in bovine embryos^28^. The homeobox gene *CDX2* regulates multiple trophoblast genes in bovine blastocysts^29^, but - in contrast to the situation in mouse embryos - CDX2 does not suppress *POU5F1/OCT4* expression^30^, but only down-regulates its level^29^*. NANOG* and *GATA6* are two key genes involved during the second lineage segregation in epiblast or primitive endoderm, respectively (reviewed in)^31^. *NANOG* transcripts were first observed at the eight-cell stage in the bovine embryo^10^, and its expression is required for the bovine embryonic development^28^. *GATA6* was observed to have acquired a species-specific ability to control trophoblast-specific gene expression in ruminant ungulates^32^.

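POU5F1 had a UMI in 32 of 43 Day 2 cells (74.4%, 95% Wilson interval 59.8% to 85.1%) and 60 of 118 Day 3 cells (50.8%, 41.9% to 59.7%). By embryo, the share was 73.2% ± 24.1 (SD, n = 6) on Day 2 and 50.7% ± 26.2 (SD, n = 8) on Day 3. An exact permutation test over all splits of the embryos, two-sided as for all shares, gave p = 0.124 (adjusted p = 0.177 over the 10 genes, among which GATA6, without an entry in the UMI table, counts with p = 1). With each cell thinned to 10000 UMI the shares were 29.6% and 31.9%. With embryos of the first barcode set only, the Day 3 share was 1.82 percentage points above that of Day 2. The level was 38.7 ± 13.33 CPM on Day 2 (SD, n = 6) and 35.3 ± 18.0 on Day 3 (SD, n = 8), with a log2 fold change of 0.09 (standard error 0.35, adjusted p = 0.868 by edgeR's quasi-likelihood test).

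**Figure D3:**
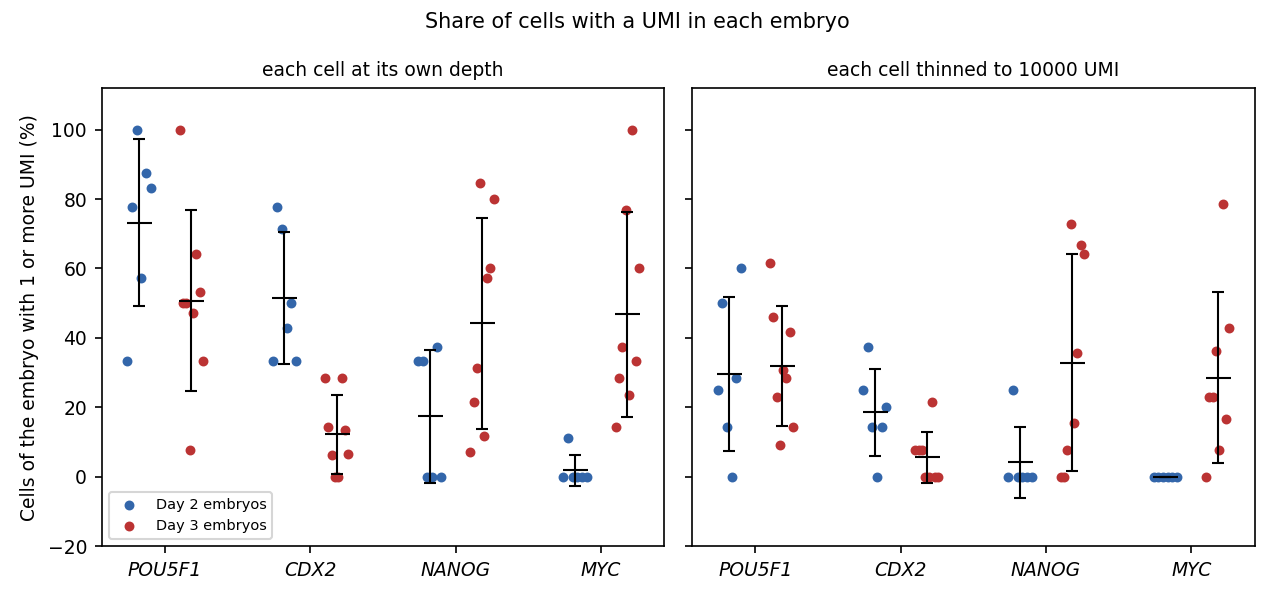
Share of the cells of each embryo with 1 or more UMI of 4 genes, on the left at the depth of each cell and on the right with each cell thinned to 10000 UMI. Points are embryos, and bars give the mean and SD over 6 Day 2 or 8 Day 3 embryos. POU5F1 lies at 73.2% and 50.7% on the left and at 29.6% and 31.9% on the right.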

In our study, *POU5F1*/*OCT4* transcripts were detected in more than 70% of the cells from Day 2 embryos and in about 50% of the cells from Day 3 embryos. 

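CDX2 had a UMI in 23 of 43 Day 2 cells (53.5%, 95% Wilson interval 38.9% to 67.5%) and 14 of 118 Day 3 cells (11.9%, 7.2% to 18.9%). By embryo the share was 51.5% ± 19.1 (SD, n = 6) and 12.2% ± 11.37 (SD, n = 8; exact permutation p = 0.000333, adjusted p = 0.00167). Thinned to 10000 UMI per cell, it was 18.5% and 5.56% (exact permutation p = 0.0393, adjusted p = 0.131). The level fell from 13.91 ± 5.29 to 5.80 ± 5.35 CPM (exact permutation p = 0.0200, adjusted p = 0.0335 over 9 genes). After TMM scaling and without the filter on low counts, the log2 fold change was -1.06 (standard error 0.53, adjusted p = 0.165 by edgeR's quasi-likelihood test). Positive Day 3 cells held a median of 1 UMI of CDX2 and at most 2, and positive Day 2 cells a median of 2 and at most 7. Per 1000000 UMI of the cell, the medians in positive cells were 36.6 on Day 3 and 19.4 on Day 2, but a single UMI, the least that makes a cell positive, stands for a median of 41.6 in Day 3 cells and 13.31 in Day 2 cells, so that these medians follow the depth of the cells and do not rank the levels.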

*CDX2* transcripts were also detected in about 53% of the Day 2 blastomeres, but in a markedly lower proportion (12%) of the Day 3 blastomeres, although the positive cells contained relatively high levels of *CDX2* mRNA. 

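NANOG had a UMI in 18 of the first 80 cells of the rebuilt order (22.5%) and in 41 of the remaining 81 (50.6%), at 5.68 and 87.2 CPM. By the rank along the first principal component the shares were 16.25% and 56.8%. By embryo, the share with a UMI was 17.4% ± 19.1 on Day 2 (SD, n = 6) and 44.2% ± 30.3 on Day 3 (SD, n = 8; exact permutation p = 0.0892, adjusted p = 0.149). Thinned to 10000 UMI per cell, the shares were 4.17% and 32.8%. With embryos of the first barcode set only, the difference between Day 3 and Day 2 was -3.08 percentage points. Levels were 2.08 ± 2.28 CPM in Day 2 embryos (SD, n = 6) and 54.7 ± 58.5 in Day 3 embryos (SD, n = 8; exact permutation p = 0.0213, adjusted p = 0.0335). Among Day 3 embryos, Day3-E4 had the highest value, 176, and Day3-E1 the lowest, 1.67.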

*NANOG* transcripts were found in roughly 20% of the cells aligned in the first half of the pseudo-time line, and in a higher proportion (55%) and at higher levels in the more advanced half of the cells. *GATA6* mRNA was not detected in our dataset.

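The UMI table held no entry for GATA6. Each of the 10772 genes that it lists had a UMI in a kept cell, so the table does not show whether GATA6 was among the genes that were counted, and no limit is given for it.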

In addition to these key genes regulating the specification of the first embryonic cell lineages, we investigated additional candidate genes relevant for the maintenance of pluripotency or early differentiation events. UMI counts of the proto-oncogene *MYC*, which contributes to the selection of the epiblast cell pool^33^, were found in only one cell of Day 2 embryos, but in about half of the cells from Day 3 embryos. 

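MYC had 1 UMI in 1 of 43 Day 2 cells, in Day2-E2 (2.33%, 95% Wilson interval 0.412% to 12.1%), and a UMI in 54 of 118 Day 3 cells (45.8%, 37.0% to 54.7%). By embryo, the shares were 1.85% ± 4.54 (SD, n = 6) and 46.8% ± 29.5 (SD, n = 8; exact permutation p = 0.002, adjusted p = 0.00666). With thinning to 10000 UMI per cell they were 0% and 28.5% (exact permutation p = 0.0107, adjusted p = 0.0533 over the 10 genes and 0.0480 over the 9 genes with an entry in the UMI table). The level rose from 0.181 ± 0.444 to 36.8 ± 29.7 CPM, a log2 fold change of 6.496 (standard error 0.83, adjusted p = 6.14e-05 by edgeR's quasi-likelihood test). Summed over cells, 1 UMI on Day 2 against 116 on Day 3 gave a ratio of 148 with an exact interval for counting error of 26.1 to 5901.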

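Among Day 3 embryos, the share of cells with a UMI of MYC was lowest in Day3-E1 (2 of 14 cells, 14.29%) and highest in Day3-E6 (14 of 14 cells, 100%). It was 23.5% in Day3-E5, 28.6% in Day3-E2, 33.3% in Day3-E7, 37.5% in Day3-E3, 60.0% in Day3-E8 and 76.9% in Day3-E4.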

The proportion of *MYC* expressing blastomeres in individual Day 3 embryos ranged from 13% (2/15) to 100% (14/14). Transcripts of Krüppel like factor 4 (*KLF4*), which was observed to prevent differentiation of mouse ES cells and to regulate the expression of *Nanog*^34^, but not to be essential for early development^35^, were found in nearly all cells of Day 2 and Day 3 embryos with increasing abundance towards the end of the pseudo-time line. Similarly, transcripts of Sal-like 4 (*SALL4*), which is important for cell fate decision and required to maintain pluripotency of the inner cell mass in early mouse embryos^36^, were found in nearly all cells of Day 2 and Day 3 embryos, in various levels of abundance. 

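KLF4 had a UMI in 40 of 43 Day 2 and 117 of 118 Day 3 cells. Its level rose from 90.2 ± 11.42 CPM (SD, n = 6) to 1406 ± 719 (SD, n = 8), a log2 fold change of 4.33 (standard error 0.50, adjusted p = 3.18e-05 by edgeR's quasi-likelihood test). Day3-E1 had 207 CPM and Day3-E8 2340. Along the rebuilt order, it rose from 120 CPM in the first 53 cells to 1426 in the next 54 and 1854 in the last 54.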

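SALL4 had a UMI in 41 of 43 Day 2 and 115 of 118 Day 3 cells. Its level was 713 ± 75.1 CPM on Day 2 (SD, n = 6) and 858 ± 195 on Day 3 (SD, n = 8), and these means did not differ past the threshold (exact permutation p = 0.114, adjusted p = 0.146). After TMM scaling, the log2 fold change was 0.55 (standard error 0.18, adjusted p = 0.0306 by edgeR's quasi-likelihood test), and without the filter on low counts 0.46 (adjusted p = 0.105 by the same test). Along the rebuilt order it was 737 CPM in the first 53 cells, 870 in the next 54 and 843 in the last 54, and by the rank along the first principal component 725, 908 and 859.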

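SALL1 had a UMI in 18 of 43 Day 2 cells and 19 of 118 Day 3 cells, in all 6 Day 2 and 7 of the 8 Day 3 embryos. By embryo, the share was 40.7% ± 19.1 (SD, n = 6) on Day 2 and 16.09% ± 9.39 (SD, n = 8) on Day 3 (exact permutation p = 0.005, adjusted p = 0.0125). Thinned to 10000 UMI per cell, the shares were 6.55% and 6.23% (exact permutation p = 1). The level was 7.78 ± 3.201 CPM on Day 2 and 7.805 ± 5.84 on Day 3 (exact permutation p = 0.994). In the rebuilt order it was 8.87 CPM in the first 80 cells and 4.56 in the remaining 81.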

Transcripts of Sal-like 1 (*SALL1*) were found in all embryos except for one Day 3 embryo, but only in a proportion of the blastomeres. In mouse ES cells, SALL1 is expressed in a differentiation-dependent manner and physically interacts with NANOG and SOX2 to regulate transcription^37^. Transcripts of *FOSL1*, which is required for development of the trophoblast lineage^38^, were detected in nearly all cells of the first third of the pseudo-time lime. 

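FOSL1 had a UMI in 40 of 43 Day 2 cells and 45 of 118 Day 3 cells, a share by embryo of 93.0% ± 7.88 (SD, n = 6) and 37.7% ± 20.1 (SD, n = 8; exact permutation p = 0.000333, adjusted p = 0.00167). With thinning to 10000 UMI per cell it was 37.1% and 21.9% (exact permutation p = 0.111). In the rebuilt order, 84.9% of the first 53 cells had a UMI, 42.6% of the next 54 and 31.5% of the last 54. The level fell from 54.2 ± 10.0 to 25.1 ± 15.2045 CPM (exact permutation p = 0.00133), a log2 fold change of -0.88 after TMM scaling (standard error 0.33, adjusted p = 0.0467 by edgeR's quasi-likelihood test).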

In more advanced stages, the UMI count as well as the number of cells with detectable levels of *FOSL1* transcripts declined.

Moreover, we looked specifically at genes that were described to be predominantly expressed in either ICM or TE of bovine blastocysts^39^ and intersected this gene set with transcripts not detected before the eight-cell stage to exclude carry-over of maternal transcripts^10^. The intersection contained the predominantly ICM-expressed protocadherin-10 (*PCDH10*) gene. In our data set, *PCDH10* transcripts were found in 30 blastomeres of seven Day 3 embryos at the advanced end of the pseudo-time line (Fig. 5).

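PCDH10 had a UMI in 30 of 118 Day 3 cells (25.4%), in 7 of the 8 Day 3 embryos, and in 0 of 43 Day 2 cells, which allows a share of cells with a UMI of up to 6.98% and sets no limit on the share of cells expressing the gene. By embryo the Day 3 share was 25.8% ± 24.7 (SD, n = 8; exact permutation p = 0.0176, adjusted p = 0.0353), highest in Day3-E8 (10 of 15 cells) and 0 of 14 cells in Day3-E1. At 10000 UMI per cell the Day 3 share was 15.7% (exact permutation p = 0.125, adjusted p = 0.208). Its 48 UMI on Day 3 stand for a level at least 20.4-fold higher than a limit of 3 UMI over all Day 2 cells. Positive cells held a median of 1 UMI. In the rebuilt order 0 of the first 53 cells, 21 of the next 54 and 9 of the last 54 had a UMI, and by the rank along the first principal component 0, 7 and 23.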

## Discussion

Single-cell RNA sequencing enables the study of heterogeneity in cell populations and paves a way for unprecedented analyses of developmental processes. Our study provides a comprehensive insight into developmental heterogeneity of blastomeres in bovine embryos at the time of major EGA (eight- to 16-cell stage). Previous studies of these developmental stages were performed with pools or individual bovine embryos^9,10^, while individual cells have not been analysed yet. In the present study, we used the SCRB-Seq approach to study the transcriptome of individual blastomeres derived from Day 2 and Day 3 embryos. The analysis itself destroys the embryos and therefore the developmental potential of the dissected embryo remains uncertain. A correlation between a combination of kinetic and morphological parameters and the rate of successful blastocyst formation was previously described for *in vitro*-fertilized human embryos^40^. A similar study described a novel system for selection of bovine IVF blastocysts for transfer to recipient animals by tracing the development of individual embryos with time-lapse cinematography and analysing embryo metabolism. This approach includes several kinetic and morphological prognostic factors, that span from the zygote to the blastocyst stage, and facilitate prediction of pregnancy success^13^. In the present study, we followed the development of 541 embryos by time-lapse microscopy in order to find parameters predictive for blastocyst formation. We found strong correlations between the timing of the first, second and third cleavages and the blastocyst formation rate^14^. These parameters were subsequently used for selecting developmentally competent embryos and excluding their low-grade counterparts.

SCRB-Seq^15^, a sophisticated procedure to construct 3′ specific UMI containing libraries from single cells, was used to sequence the transcriptomes of blastomeres of the selected embryos. cDNA reads were mapped to the bovine reference genome btau7 with the STAR tool^41^. Subsequently, data were normalized without using exogenous spike-ins, because technical variations do not affect spike-ins and endogenous transcripts uniformly, thus causing poorly normalized data^42^. We used UMI count^43^ instead of read count in order exclude duplicates originating from PCR amplification. Genes involved in the cell cycle^44^ were not excluded from our analysis as the variation between cells is largely explained by the sum of log expression values over all genes in a cell, rather than by cell cycle stage^45^.

Transcriptome data were used to cluster the cells and sort them along a pseudo-time line (from position 1 to position 161).

The clustering tool SC3^16^ identified six different clusters, and three of them contained cells from both Day 2 and Day 3 embryos. This finding indicates that at least some blastomeres of an embryo develop asynchronously. The number of 2,494 DAT hints to enormous changes of the transcriptome in that developmental period. This order of magnitude is comparable to the number of 2,940 DAT described by Graf *et al*.^10^ when comparing pools of ten eight-cell and 16-cell embryos. In addition to the DAT, the SC3 tool identified cluster specific markers genes. *FOLR1, NANOG* and *KLF5* were revealed as marker genes specific for cluster K4. In a previous study^10^, transcripts of the first two genes were not detected before the eight-cell stage, while *KLF5* transcripts are already present in the oocyte and embryonic transcription of this gene was detected at the four-cell stage. In contrast, transcripts of *RHBL1* (marker gene of cluster K2) and *CXCL1* (marker gene of cluster K5) were not detected in the previous study by Graf *et al*.^10^. Collectively, the results of this analysis suggest the presence of six different cell populations in early bovine embryos (Day 2 to Day 3). These cell populations are characterised by specific transcriptome signatures and comprise blastomeres of different embryos.

It is known that so-called dropouts (zero read counts for certain genes, due to failure of reverse transcription or low read counts) hamper single-cell transcriptome analyses. The clustering tool M3Drop^18^ focuses on genes not affected by dropouts, but cannot distinguish between technically caused dropouts and mRNA-species that naturally occur only in a certain proportion of the blastomeres. In our dataset, the M3Drop tool identified 15 genes unaffected by dropouts and clustered the cells based on these genes. In line with the clusters generated by the SC3 tool, some clusters contained cells from both Day 2 and Day 3 embryos.

In addition, the CellTree tool^24^ was used to sort cells based on their transcriptome in a time line (called “pseudo-time line”) and to build, based on the obtained time line, a backbone tree. Within the time line, blastomeres of some embryos (e.g. Day 2-E3: 9 cells) were located either in close vicinity or distributed over a broad range (e.g. Day 3-E3: 16 cells). This finding hints to an asynchronous development of blastomeres within an embryo. The linear structure of the backbone tree suggests that the first lineage differentiation towards ICM and TE has not occurred yet or is ongoing but below the detection level of single-cell RNA sequencing. Along the obtained pseudo-time line, different over-represented GO terms were identified. Their order suggested an orchestrated process of early development, starting with the GO terms “translation” and “cell division”. The GO term “cell division” then gradually disappeared, while the GO term “translation” and later also GO terms related to “RNA processing” became more prominent.

In order to study major EGA at the single-cell level, we investigated the abundance of 129 different transcripts that were first detected at the eight-cell stage in pooled embryos^10^, and detected 20 of these transcript species in our single-cell study. Five Day 2 embryos and two Day 3 embryos did not have detectable levels of any of these transcripts. This suggests that the timing of major EGA is neither synchronous among different embryos of the same stage nor among all blastomeres of one embryo.

Among the genes not transcribed before the eight-cell stage was *NANOG* that is involved in preventing differentiation of pluripotent cells. *NANOG* transcripts were detected in only 19% (8/43) of the Day 2 blastomeres, but in 43% (51/118) of the Day 3 blastomeres, reflecting a gradual and asynchronous activation of this gene in individual blastomeres. In contrast, *POU5F1*/*OCT4* and *CDX2* transcripts were revealed in 74% and 53% of the Day 2 blastomeres, while these proportions decreased to 50% and 12% in the Day 3 blastomeres, respectively. This is most likely due to degradation of maternal RNA that is apparently more pronounced for *CDX2* than for *POU5F1*/*OCT4*. The relatively high mRNA levels of *CDX2* in a proportion of the Day 3 blastomeres may hint to lineage inclination towards trophectoderm, although this was not evident from the backbone tree generated by the CellTree tool. An alternative explanation would be impaired maternal RNA degradation in a proportion of the blastomeres. Transcripts of the primitive endoderm marker gene *GATA6* were not detected in our study.

Transcripts of *MYC* that is involved in selecting the epiblast cell pool are already present in the oocyte^10^, but were detected in only one blastomere from a Day 2 embryo and in ~45% of the Day 3 blastomeres. This suggests rapid degradation of maternal *MYC* transcripts and embryonic activation of *MYC* towards the end of major EGA in about half of the blastomeres.

*KLF4* (necessary for preventing differentiation) and *SALL4* (involved in maintenance of pluripotency) are also present in oocytes and are thus detected before the eight-cell stage^10^. In the present study, blastomeres located at the end of the pseudo-time line showed higher transcript abundance of *KLF4*, suggesting increased embryonic transcription of this gene. The abundance levels of *SALL4* transcripts were high at the beginning and at the end of the pseudo-time line, but lower in the middle. This finding hints to initial degradation of maternal *SALL4* transcripts followed by active embryonic transcription of *SALL4*.

Embryonic transcription of *SALL1* (involved in pluripotency) and *FOSL1* (involved in TE development) is known to start at the 16-cell stage, although maternal transcripts of these genes were detected at earlier stages^10^. This explains the higher abundance of transcripts of the *SALL1* and *FOSL1* at the beginning of the pseudo-time line. Compared to *FOSL1*, the abundance of *SALL1* transcripts was on average lower and detected in a smaller proportion of blastomeres. Blastomeres with detectable levels of both transcripts were frequently found at the beginning of the pseudo-time line. Interestingly, in mouse embryonic stem cells, over-expression of the *Sall1* gene was observed to positively regulate the *Nanog* expression and thus prevent differentiation^37^. *FOSL1* is known to be important for invasive placentation, e.g. in human and mouse^46^. In our study of bovine embryos, the abundance of *FOSL1* transcripts was highest at the beginning and decreased towards the end of the pseudo-time line, which may be related to the late implantation and non-invasive, synepitheliochorial placentation in ruminants.

As an approach to detect potential early lineage inclination events in Day 2 to Day 3 embryos, we analysed genes that are known to be predominantly expressed in the ICM or TE of bovine blastocysts^39^. From this gene set, we selected the predominantly ICM-expressed protocadherin-10 (*PCDH10*) gene since its transcripts were not detected before the eight-cell stage^10^, thus avoiding confounding effects of maternal transcripts. *PCDH10* transcripts were detected in 30 blastomeres of 7 Day 3 embryos at the advanced end of the pseudo-time line, raising the possibility that these blastomeres may be determined towards ICM. However, the non-branched backbone tree revealed by the CellTree analysis of our data set argues against major lineage inclination events at the developmental stages investigated. Elegant aggregation experiments of labelled TE cells with blastomeres from 8-cell embryos revealed that TE cells can contribute to the ICM and its derivatives^30^, arguing against early lineage commitment in bovine embryos. In contrast, early lineage commitment and its relation to cell allocation have been observed in mouse embryos (reviewed in)^47,48^, thus underscoring the need for comparative embryological studies.

In summary, our study revealed heterogeneity of transcriptome profiles among single cells in bovine Day 2 and Day 3 embryos, suggesting asynchronous blastomere development during the phase of major embryonic genome activation.

## Material and Methods

*In vivo* procedures were conducted according to the German Animal Welfare Act (Tierschutzgesetz). Bull semen was donated by Bayern Genetik GmbH, Grub, Germany. Oestrous cow serum was donated by BFZF GmbH, Oberschleißheim, Germany. Bovine ovaries were obtained from a slaughterhouse (Münchner Schlachthof Betriebs GmbH, Munich, Germany). *In vitro* produced embryos were obtained from an EU approved bovine embryo collection and production centre at the Chair for Molecular Animal Breeding and Biotechnology of the LMU Munich (Moorversuchsgut Badersfeld, Oberschleißheim, Germany; approval number DE ETR 006 EWG).

### *In vitro* embryo production and single cell collection

Embryos were produced *in vitro* according to a standard procedure including *in vitro* maturation (IVM) and fertilization (IVF)^49^. Briefly, follicles from slaughterhouse ovaries were aspirated and obtained cumulus-oocyte complexes (COCs) were matured for 23 hours in modified Parker medium (MPM) supplemented with luteinising hormone (LH), follicle-stimulating hormone (FSH), and 5% oestrous cow serum (ECS). Matured COCs were co-incubated with sperm selected by the swim-up method after thawing. For IVM and IVF, COCs were incubated at 39 °C in a maximum humidified atmosphere of 5% CO_2_ in air. After 20 hours of co-incubation, presumptive zygotes were vortexed to remove remaining cumulus cells and transferred to synthetic oviductal fluid (SOF) supplemented with 5% ECS, 400 µl BME, 100 µl MEM under mineral oil and cultured at 5% CO_2_, 5% O_2_, 90% N_2_ and 39 °C in humidified air. At the time of collection (Table 1), embryos were transferred to drops of TALP-HEPES-PVP (THP)^50^ under oil for handling outside the incubator. All embryo manipulations were performed on a heated microscope plate set to 36 °C. The zona pellucida (ZP) was removed by treatment with 5 mg/ml pronase (Sigma Aldrich) for 1 min. Enzyme reaction was stopped by washing embryos in THP supplemented with 10% foetal calf serum (FCS) and the dissolved ZP was completely removed by gentle pipetting. Embryos were incubated in drops of PBS without Mg^2+^ and Ca^2+^ supplemented with 4 mg/ml polyvinylpyrrolidone under oil for 5–10 minutes and blastomeres were subsequently disaggregated by gentle pipetting^51^. Single cells were transferred individually to 0.5-µl drops of lysis buffer (Buffer A of Prelude Direct Lysis Module, NuGEN) under mineral oil, collected in a 384-well plate, and stored at −80 °C.

### Timing of early cleavages as a predictive parameter for blastocyst formation

A total of n = 541 zygotes generated by *in vitro* fertilization as described before were transferred into an embryo monitoring system (Primo Vision, Vitrolife, Gothenburg, Sweden) and images were recorded every 5 minutes for 168 hours and analysed with Primo Vision Analyzer software. Timing of the first, second and third cleavage, i.e. development until eight-cell stage, was evaluated and correlated to the formation of a blastocyst with logistic regression analysis. Statistical analysis were performed with SPSS 18.00 and p-values less than 0.05 were considered as significant^14^.

### Single-cell RNA-seq library preparations

Sequencing libraries were constructed according to the Single-Cell RNA Barcoding and Sequencing (SCRB-Seq) protocol^15^. Briefly, the 384-well plate containing the lysed blastomeres was thawed and an RT master mix supplemented with 0.1 µl of diluted (1:10^6^) ERCC RNA Spike-In Mix (Life Technologies) was added to each well. A polyT anchor containing a cell barcodes (6 nt) and the Unique Molecular Identifiers (UMIs; 10 nt) was used to prime cDNA synthesis in a template switching reaction with Maxima H Minus Reverse Transcriptase (Thermo Scientific). After cDNA synthesis, samples were pooled and unused barcode primers were removed by digestion with exonuclease I (New England Biolabs). Full-length cDNA amplification was performed with the KAPA HiFi HotStart polymerase (KAPA Biosystems). Nextera XT libraries were constructed from 1 ng of pre-amplified cDNA according to the instruction of the manufacturer and finally amplified with a custom P5 primer (IDT). The libraries were sequenced paired-end with 16 cycles to decode cell barcodes and UMI from read 1 and 50 cycles for read 2 to sequence the cDNA fragment.

### Basic Data Processing and Sequence Alignment

SCRB-Seq libraries were demultiplexed based on Nextera barcodes and cell barcodes. All reads were mapped to Bos tau7 (UCSC) and ERCC spike-in reference. Alignments were calculated using STAR 2.5.2b with default parameters. UMI tables were generated using the published Drop-seq pipeline^52^.

### Data Filtering and Normalization

Cells with less than 2,000 UMI were removed (Supplementary Fig. S2). Genes that showed no expression more than 10% of the cells were removed. 

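The deposited normalised table held 8335 genes of the 161 cells, without ERCC spike-ins. All of its 744621 values above 0 equalled, within a relative tolerance of 1e-06, the UMI count times 28661 (the median total over these genes) divided by a total of a cell reached by running down the list of 161 totals from gene to gene and on through the columns. Divided by the cell's own total, 0.634% matched. Column sums ran from 3655 to 609410, a 167-fold range, and followed the UMI of the cells with a Spearman rho of 0.997. The values of Supplementary Tables S6 (980) and S7 (441) that were read equalled log2 of this table plus 1, within a tolerance of 0.0001.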

Data were then normalised to account for differences in efficiency of transcript recovery between wells: gene specific UMI counts were divided by the total number of UMI counts per blastomere and then multiplied by the median of total UMI counts across all blastomeres.

### Clustering analysis

Two unsupervised hierarchical clustering analyses were performed on the filtered and normalised data. In order to investigate the transcripts in single cells, Single-Cell Consensus Clustering (SC3) version 1.4.2, R package^16^ was used. The required number of clusters was calculated after testing the significance of the eigenvalues of the matrix of covariance, by using the Tracy-Widom test^17^. The default parameters were used. A second hierarchical clustering tool was used that excludes genes affected by dropouts. The Michaelis-Menten Model (M3Drop) R package^18^ relies on the Michaelis-Menten equation to model the relationship between the frequencies of dropouts and the expression level of genes. Significant outliers from the Michaelis-Menten equation are identified after performing a Z-test between the estimated K (mean expression level required for a gene to be detected in 50% of the cells) and the fitted K_M_ (FDR = 1%, p = 0.05). The significant outliers, also called differentially expressed genes, are the genes not affected by drop-outs and are then used for identifying cell sub-populations by using Ward’s hierarchical clustering. The default parameters were used.

### Biological Pseudo-Time

In order to align the blastomeres according to their developmental progress, rather than by the time they were collected, we used the R package CellTree^24^ on the log2(UMI + 1) transformed data. Briefly, CellTree assumes that cells belong to a temporal continuum and assigns each cell a biological “pseudo-time” to form a “pseudo-time line” along which they can be ordered. This is performed by computing a matrix of pairwise distances (chi-square distance) and assuming that intragroup variance increases as development proceeds. According to such order, CellTree produces tree structures showing the hierarchical relationship between single-cell samples. It identifies groups of genes (called “topics”), by using the Bayesian mixture model - the Latent Dirichlet Allocation (LDA), and the topic-associated gene ontology terms.

### Data availability

The dataset generated for the current study is available in GEO repository under accession number GSE99210.

## Electronic supplementary material

Supplementary Information

Supplementary Table S1

Supplementary Table S2

Supplementary Table S3

Supplementary Table S4

Supplementary Table S5

Supplementary Table S6

Supplementary Table S7

How the deposited data were processed for this re-analysis (not part of the article)

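Blastomeres of 6 Day 2 and 8 Day 3 bovine embryos were sequenced by SCRB-Seq. According to the paper, the reads were mapped with STAR to the bovine genome and the ERCC spike-ins, and UMI were counted per gene with the Drop-seq pipeline. As deposited by the authors, the UMI count table holds whole-number counts of 10772 genes and 92 ERCC spike-ins in 170 cells. The authors deposited normalised signal values, made by dividing UMI counts by totals per cell according to the paper, of 8335 genes in 161 cells. In this normalised table, each of the values above 0 equals the UMI count times a median total divided by the total of a cell that in most places is not the cell of the column. For this reason the UMI table was used, and each cell was divided by its own total wherever a normalisation was needed.

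Cells with fewer than 2000 UMI were left out, which left 43 Day 2 and 118 Day 3 cells. Cells were assigned to embryos from their labels. UMI were summed over the cells of each embryo, and Day 3 was compared with Day 2 by edgeR 4.0.16 (TMM scaling, filterByExpr, quasi-likelihood test) in R 4.3.3, with Benjamini-Hochberg adjustment and a threshold of 0.05. The standard error given beside a fold change of edgeR is the size of the log2 fold change divided by the square root of the F statistic. DESeq2 1.42.0 was run as an alternative, and limma 3.58.1 was loaded with edgeR. Other steps were run in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0, networkx 3.6.1 and matplotlib 3.10.9. The share of cells with 1 or more UMI was computed for each embryo, and the means of both days were compared by a two-sided exact permutation test over all splits, adjusted over 10 genes, of which GATA6 had no entry in the UMI table and counts with p = 1. CPM are the summed UMI of a gene in an embryo per 1000000 UMI on genes. Their day means were compared by the same exact test.

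SC3, M3Drop and CellTree were rebuilt from their descriptions. Clusters came from consensus k-means with k = 6 on log2(normalised UMI + 1) of genes with a UMI in 10% or more of the cells, using 4% to 7% of the eigenvectors. Genes were tested between clusters by the Kruskal-Wallis test at an adjusted p under 0.01, each random part of the genes on clusters made from the other. Marker genes were scored by AUROC with a threshold of 0.85, on clusters made without them. Dropout genes were sought by a Z-test of each gene's Michaelis-Menten constant at an FDR of 1%. Cells were ordered along the longest path of a minimum spanning tree over the shares of 6 topics. The order was turned so that Day 2 cells had the lower mean position, as was the rank along the first principal component. The expected number of cells without a UMI of the 20 EGA genes was computed from the depth of each cell and the share of these genes in the other cells of its embryo, with 10000 simulations.

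Summed UMI on genes per embryo ran from 438899 to 920192 on Day 2 and from 294912 to 600185 on Day 3. Wilson intervals at 95% and the limit of 3 counts for a count of 0 cover counting error only. The steps were tested on simulated data. Of the changed genes that were tested between the days, 91.3% were called, and 2.91% of the calls were false. Between sets of Day 3 embryos 29.3% were called, so this comparison can miss changes. The rebuilt dropout test called 80% of 100 genes restricted to 60 cells. Clusters and the cell order were recovered at equal depth and in part not at the depths of the real cells.

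The alternatives were DESeq2, no filter on low counts, no TMM scaling, plate as a covariate, a block on embryo number, embryos of the first barcode set with and without Day3-E3, cells thinned to 10000 or 5000 UMI, other UMI minimums, 2 or more UMI as detection, other numbers of clusters and topics, Ward clustering, 5 other seeds, the normalised table, and each embryo left out in turn. These and the tests were chosen before the data were examined, apart from those named in the closing section. Named genes are those the paper names for these data, the genes of Supplementary Table S6 and Fig. 2, and the 5 largest rises and 5 largest falls among called genes whose Day 3 embryos all lie above or all below the Day 2 embryos. Enrichment of gene ontology terms was not analysed here.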

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

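The tests of the depth of cells within embryos as a source of the ERCC difference were chosen after the result was seen.

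In 123 groups of 6 or 8 embryos, 20 single values lay farther from the nearest other embryo than Dixon's criterion allows, where chance gives about 6. Genes share embryos, so these groups are not independent. No technical or biological explanation was tested for the single values below unless named.

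Among Day 2 embryos, some of these values rest on 1 UMI: MYC had 1.09 CPM in Day2-E2 and 0 in the others, which is also the 11.11% of cells with MYC in that embryo, GFRA3 had 1.32 in Day2-E3 and MESDC1 had 1.28 in Day2-E5. A single UMI does not separate expression from an error in counting or in sorting reads to cells. DPPA4 had 0 CPM in Day2-E4. KLF4 was low in Day2-E4 at 68.5 CPM, with the nearest embryo at 89.7. RPS19 was high in Day2-E6 at 45.6, against 23.0. RABGEF1 was high in Day2-E1 at 207, against 148, and RUFY2 was low in Day2-E6 at 86.6, against 183.

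Among Day 3 embryos, Day3-E8 had the highest values of RPS27 (924 CPM, next 353), CNR2 (54.1, next 22.6), GAT (41.2, next 6.47) and MESDC1 (69.5, next 30.5). Day3-E2 had the highest values of GRO1 (471, next 218) and DPPA4 (109, next 48.9). MYC was highest in Day3-E6 at 103, against 47.8, and MAGEH1 in Day3-E4 at 44.8, against 10.297. CPM do not rise with the depth of an embryo by construction. The embryos differ in the hour of the third cleavage and of collection, and these differences stay open as untested.

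Day3-E1 stood apart in depth, with a median of 45252.5 UMI per cell against 27805 in the nearest Day 3 embryo, and a median of 5521.5 genes per cell against 4597.5. It was also the only Day 3 embryo with a cell without KLF4, so that 92.9% of its cells had a UMI. Its cleavage into 8 cells was recorded at 47 hours, the latest of the 8 Day 3 embryos. Whether its stage or its handling accounts for these values was not tested.

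The ERCC spike-ins, which the paper left out of its normalisation, took 2.72% ± 0.285 of the UMI in Day3-E4 to Day3-E8 (SD, n = 5) and 1.36% ± 0.106 in the other embryos (SD, n = 9; exact permutation test, two-sided, p = 0.0005). Among Day 3 embryos alone the difference held (exact permutation p = 0.0179). Fewer UMI per cell are argued against as the source, since Day3-E2 and Day3-E3, with medians of 20485 and 23773.5 UMI per cell, were as shallow as Day3-E4 to Day3-E8 (21557 to 27805) and had ERCC shares of 1.44% and 1.12%, where the lowest of the latter was 2.36%. Within embryos the relation of ERCC share and UMI was mixed: the median Spearman rho over all 14 was 0.154, positive in every Day 2 embryo, and among Day3-E4 to Day3-E8 it ran from -0.45 to 0.358. The library pool stays open. The 1 cell that could separate pool from embryo, E10.16 of Day3-E3, had 24.6% of its UMI on ERCC spike-ins, above the other 15 cells of its embryo (0.759% to 1.61%) but also above every other kept cell (at most 4.47%), so that pool and embryo cannot be told apart. A lower content of mRNA in cells of these embryos was not tested.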

How the results depend on the processing

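The comparison of the marker genes of Supplementary Table S3 and of the Kruskal-Wallis genes on the deposited normalised table, and the adjustment of shares of cells over the 9 genes with an entry in the UMI table, without GATA6, were chosen after seeing the data. Differences in shares of cells are Day 3 minus Day 2 in percentage points, with exact permutation p adjusted over 10 genes unless 9 are named.

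The number of genes called between the days, 1712, moved to 702 with a block on embryo number (which leaves 6 embryos per day), 351 with embryos of the first barcode set only (which leaves 2 Day 3 embryos), 542 with Day3-E3 added to that set and 728 with cells thinned to 10000 UMI (2719 genes tested). Fewer embryos or genes are part of these alternatives. It was 2561 by DESeq2, 2190 without the filter, 1871 without TMM scaling and 1618 with plate as a covariate. Without single embryos it ran from 1327 (without Day3-E4) to 2163 (without Day3-E1). Of the genes called in each of these settings and in the analysis of all embryos, all had the same direction. Between the sets of Day 3 embryos, edgeR called 0 genes (352 at an unadjusted p under 0.05) and DESeq2 16, and the cause was not tested. Without single embryos edgeR called 0. Across genes, the change between these sets followed the change between the days with a Spearman rho of 0.791. Both contrasts share Day3-E4 to Day3-E8, so part of this rho is built in. Effects of set and day on these genes cannot be told apart.

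With thinning to 10000 and to 5000 UMI, the differences were -12.9 and -5.69 for CDX2, 28.5 and 15.46 for MYC, -15.2 and -2.32 for FOSL1 and 15.7 and 6.44 for PCDH10, all no longer past the threshold over 10 genes. Over 9 genes, MYC thinned to 10000 UMI was past it (p = 0.0480) and thinned to 5000 UMI was not. SALL1 went to -0.323 and, in the reversed direction, 2.803 (p = 0.675). KLF4, at 7.44 before, passed the threshold at 28.5 and 52.6. POU5F1, at -22.5 before, went to 2.25 and 3.104, past the threshold in neither case. With fewer UMI per cell, detection of any gene falls. With the first barcode set alone, the differences were -30.0 for CDX2, 19.6 for MYC, -22.9 for SALL1, -43.0 for FOSL1 and 28.6 for PCDH10, none past the threshold with the 2 Day 3 embryos left. POU5F1 (1.82, against -22.5 with all embryos) and NANOG (-3.08, against 26.8) changed sign there, and neither was past the threshold in either case; the cause was not tested. With 2 or more UMI as detection, POU5F1 (-41.4, p = 0.0193) and NANOG (26.9, p = 0.0488) passed the threshold and PCDH10 (10.56, p = 0.156) no longer did; the cause was not tested.

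Without single embryos, POU5F1 ran from -30.4 to -16.3 and passed the threshold only without Day3-E1 (-29.5, p = 0.0456). PCDH10 ran from 20.0 to 29.5 and kept its side in 5 of 14 cases. It did not without any single Day 2 embryo (25.8), Day3-E3 (27.8), Day3-E4 (25.1) or Day3-E7 (25.7), with p of at most 0.0699. Over 9 genes it kept its side in 6 of 14, now also without Day3-E3 (p = 0.0451). The adjustment over 9 genes changed no other call of a share under the alternatives run. CDX2 (-42.9 to -34.0), MYC (37.3 to 49.6), SALL1 (-29.5 to -18.5) and FOSL1 (-59.0 to -51.0) stayed past the threshold in all 14 cases, and NANOG (21.0 to 32.1), KLF4 (2.44 to 9.11) and SALL4 (-0.367 to 2.49) in none.

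Of the cells with 10000 or more UMI, 1 had no UMI of the EGA genes, against 7 of all cells; the alternative leaves out cells with few UMI. The share of variance between embryos, 28.0%, was 35.4% with that minimum and 40.3% over the 1000 genes with the highest mean. Thinned cells gave 1 cluster with both days (2 before), 5 embryos in 2 or more clusters (11 before) and 2661 Kruskal-Wallis genes; 3 clusters gave 7 embryos in 2 or more. Of the marker genes, 38 passed on the normalised table with clusters from all genes, against 84 on own totals with such clusters and 82 with clusters made without these genes. Dropout genes numbered 151 at an FDR of 5% and 18 on the normalised table (89 before). The share of Day 2 cells in the first part of the pseudo-time line, 86.0%, was 39.5% with seed 1, 97.7% with seed 2 and 43.2% in thinned cells. The cause was not tested for these.

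For the log2 fold changes of single named genes between days and between sets, 1205 values under the alternatives stayed on their side of the threshold, 92 were no longer past it and 3 newly passed it. Of these fold changes 0 reversed where a call was involved; signs of uncalled values were not counted. The shares of cells above are not part of these counts. Depth limits these results: Day 3 cells hold fewer UMI, so a gene with 1 or 2 UMI per cell can be missed in them.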

Differences from the paper's values

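All settings named here were set before the data were examined unless said otherwise, and the paper's tests took cells as replicates, as did the tests beside them.

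The paper reports 2494 differentially abundant transcripts between clusters (the paper's value), and 5967 were called here. The paper's text does not name its method of adjustment, so these counts may rest on unlike thresholds. With cells thinned to 10000 UMI, which left 140 cells and 6367 genes, 2661 were called. That count is within the 1.5-fold range that counts as alike, but the genes were not compared with those of the paper. Clusters from all genes (5962) and the 14 embryos as groups (4769) stayed apart from the paper's value. The normalised table with clusters from all genes, chosen after seeing the values, gave 7354, also apart.

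The paper reports 15 genes from the dropout test (the paper's value), and 89 were called here. On the deposited normalised table 18 were called, among them all 15 of Fig. 2. An FDR of 5% (151) and no filter on detection (80) stayed apart.

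The legend of Fig. 2 describes the genes as detectable in every blastomere. They had a UMI in 44.7% to 78.3% of the cells, and 0 in all. It also states that cells group without regard to embryo age. Cells were not clustered on these genes here, so that statement was not tested. Of these genes COG2 fell most between the days, with a log2 fold change of -1.94, and a single gene does not settle how cells group. The paper derives its number of clusters from the Tracy-Widom theory, whose estimate here was 3.

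The paper places every Day 2 cell in the left part of the backbone tree; in the rebuilt order 86.0% lay in the first 53 positions, and with seed 2 97.7% did. It counts K6 among the clusters with both days; here 2 clusters held both, while k = 7 gave 3. SALL4 is described as lower in the middle of the line; it had 737, 870 and 843 CPM from the first to the last part. Cells with PCDH10 are placed at the advanced end; 21 lay in the middle and 9 in the last part, while along the first principal component 7 and 23 did. The discussion states that 5 Day 2 and 2 Day 3 embryos lacked all EGA transcripts; 1 cell in each of these embryos did, and the lowest embryo had 88.3 CPM. The paper gives the Day 3 embryo with the fewest MYC cells as 2 of 15; it had 2 of 14 kept cells.

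In Supplementary Table S1, 18 libraries have more UMI-tagged reads than mapped reads, which the columns cannot hold for the same library. For the 68 libraries from cell E16.9 of Day3-E4 on, mapped reads follow the UMI-tagged reads of the next library: the SD of the log ratio is 1.504 on the same line and 0.115 with the previous line, while for 101 libraries before, it is 0.737 and 2.42.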

Other observations

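The tests of MYC, SALL1 and FOSL1 and depth, of ERCC and depth, of the divisor of the normalised table, of shifted labels, of the cell of Day3-E7, of the Y-linked genes, of the profile of E10.16 and of the genes between clusters in redrawn cells were chosen after the results were seen; the others were set before.

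The day difference was compared with other splits of the 14 embryos. Of 100 splits, 1, the real one, gave as many genes, the largest other count was 711 and the median 0, so chance can be excluded. Day and barcode set overlap.

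The 7 cells without EGA transcripts may have been sampled too thinly: 6.125 were expected from depth alone. This does not show that the cells had activated their genome, and differences in timing stay open.

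Lower depth of Day 3 cells is a candidate explanation for the smaller share with POU5F1, since -10.0% of the difference was left at equal depth and CPM did not differ (exact permutation p = 0.712). For CDX2, 33.0% was left, which narrowly met the limit set in advance. Thinning lowers detection on both days, for CDX2 on Day 2 from 51.5% to 18.5%. A difference in shares thus shrinks even at an unchanged ratio of levels, so the percentage left does not by itself favour depth. Its CPM also fell (exact permutation p = 0.0200), though not past the threshold after TMM scaling. An exception for genes whose level also falls was added to the rule after these values were seen, so depth and a lower level of CDX2 cannot be told apart here. By the same rule, depth is also a candidate explanation for the smaller share with SALL1, of which 1.31% was left while CPM did not differ (exact permutation p = 0.994). For FOSL1, 27.5% was left and CPM fell (exact permutation p = 0.00133), so depth and a lower level cannot be told apart. For MYC, higher depth is argued against, since Day 3 cells had a median of 24696 UMI, fewer than Day 2 cells.

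In the normalised table, 100% of the values above 0 equal the UMI count over a running list of totals, so column sums differ between cells. On own totals 6 of the 15 genes of Fig. 2 were called, and all 15 on the normalised table, which is consistent with an effect of the divisor on that list. For the marker genes of Supplementary Table S3 such an effect is argued against as the whole source, since 82 kept an AUROC above 0.85 on own totals.

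Because reads in Supplementary Table S1 are shifted from cell E16.9 of Day3-E4 on, the cell labels were tested. A shift towards the previous cell is argued against, as 0 of 4 first cells of an embryo were closer to the previous embryo. Of 4 last cells 3 were closer to the next embryo, but E6.17 was not (23.9 per 1000 UMI), and E16.13 held only 2407 UMI, so that a shift in part of the labels and chance cannot be told apart. The last cell of Day3-E7, blastomere 16, had a log-likelihood of -213.3 per 1000 UMI for its own embryo against Day3-E8, below all other cells of Day3-E7 (lowest -119). It may be a mislabelled cell; no biological explanation was tested. The share of cells closest to their own embryo was 66.7% to 100% in Day 3 embryos and 0% to 85.7% in Day 2 embryos, so the measure separates Day 2 embryos poorly.

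DDX3Y and RPS4Y1 had UMI in all 14 embryos, RPS4Y1 at 19.2 CPM or more, while EIF1AY had UMI in 3. This is consistent with reads shared with X-linked copies; the sex of the embryos was not analysed here.

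Within embryos, pseudo-time position followed the UMI of the cell (median size of rho 0.923), so depth may account for much of the spread of cells along the rebuilt line. With 8 topics the value was 0.279 and with seed 2 0.276, so this depends on the setting. A spread beyond sampling was seen in another test: in 8 of 8 Day 3 embryos, scores of progress from Day 2 to Day 3 from separate sets of genes correlated across cells above all 200 redrawn sets, which argues against sampling of few UMI as the whole source. Of the 6 Day 2 embryos 1 lay above all redrawn sets, but in each of them rho was 0.857 to 0.964 and at most 4 of the 200 redrawn sets were as high; with 6 to 9 cells this criterion is hard to meet. Differences between blastomeres of an embryo remain a hypothesis.

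The Kruskal-Wallis test called 6466 genes in cells redrawn from the profile of their embryo at their own depth, so a count as large as 5967 may arise without differences between cells of an embryo.

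UMI per UMI-tagged read were lower in cells of the second barcode set (median 0.0447) than of the first (0.100). E10.16, which its barcode puts in the second set, had 0.190, but as a single unusual cell it leaves open whether pool and embryo differ, and they cannot be told apart. Its profile fitted its own embryo less well than the pool (-109.3 per 1000 UMI), below all other 15 cells of Day3-E3 (median 122.2, lowest -106.8). The lowest of these reached nearly the same value with an ERCC share of at most 1.61%, so with 1 cell a well with little RNA of its own and an unusual cell cannot be told apart.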
